A study of Mus musculus with 8 samples.

How the data were processed

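H3K27me3, the histone mark laid down by Polycomb repressive complexes, was profiled by chromatin immunoprecipitation and sequencing in mouse 3T3 fibroblasts that carried either a control construct or one overexpressing NNMT, nicotinamide N-methyltransferase. The labels give 3 immunoprecipitated libraries per construct, described there as biological replicates, and 1 input library per construct. Per the labels' protocols, cells were kept for 48 h in medium with 10 µM methionine and 10% dialyzed serum, fixed with 1% formaldehyde and digested with micrococcal nuclease. The antibody was clone C36B11.

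The authors deposited 1 table for the whole series, a list of 265968 regions with no header line. Per the submitters' processing notes, CASAVA, Trimmomatic 0.36 and BWA 0.7.17 were used with the mouse build GRCm38. The program that called the regions, its normalization and its use of the inputs are not given in the sources used here. Each region in the deposited table carries 3 values for one set of libraries, 3 values for another set, and a number read as the authors' −log10 p. The 6 values are whole numbers, but some whole numbers are over-represented in the shortest regions in a way that differs between libraries, which is what rescaled and rounded read counts look like. They were therefore not treated as raw counts, and no count model was fitted. A sign column of the deposited table names the set with the higher sum and disagreed with the values in 0 rows.

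No header says which set is NNMT and which is control. The set listed first is called set 1 and the set listed second is called set 2. The submitters' name for the comparison puts NNMT before control; if that were also the listing order, set 1 would be the NNMT libraries. No source used here states this, so no direction is tied to NNMT. The order of the libraries within a set is not given either. Values are therefore listed per library or as ranges, without a mean ± SD, and the error of a ratio is the range over the 9 pairs of a set 1 and a set 2 library. The range is printed for the regions described most fully and for each named region where its ends differ by at least 2 times and a value of 0 does not rule it out. A region was called separated where all 3 values of one set lay above all 3 of the other. Chance gives this for 10% of unselected comparisons of 3 against 3, but the listed regions were selected for a difference.

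The authors' p depended on the summed values alone. Among 37175 pairs of sums shared by more than 1 region, covering 168434 regions, 0 had more than 1 p. The spread between libraries of a set thus did not enter it, and whether it was adjusted is not given in the sources used here. The highest p in the table was 0.1, so it holds a selected list. At the upper end, 11 regions sat at a ceiling. Region edges lay on a grid of 50 bp, the median length was 450 bp and the regions covered 206.5 Mb. Library totals are not in the table, so sequencing depth is unknown. Intervals on shares are 95% Wilson intervals and cover counting error only, since neighbouring regions are not independent. Correlations between libraries were taken over the listed regions, which are not independent replicates.

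Regions at the authors' p under 0.05 were counted by direction. The design fixed before the data were examined asked for an adjusted p, which could not be computed from a list already filtered on p; for the same reason no count adjusted over the list alone is given. Log2 ratios are of summed values with a pseudocount of 1. Gene spans came from the RefSeq annotation of the same build, in which 20484 named protein-coding genes and long noncoding RNAs were kept. The annotation used here gives no strand, so the planned promoter window could not be placed. A gene was counted as carrying a region where the region overlapped its span extended by 2 kb on both sides. The 13 gene lists hold 509 symbols, of which 2 (Ctgf and Nespas) had no match. Each list was compared with all other named genes by a two-sided Fisher's exact test per direction, adjusted by Benjamini and Hochberg over 26 tests. Of the 20484 genes, 14092 carried no region in either direction. A list can therefore differ from the others because its genes carry the mark more or less often, whichever set is higher. The test does not separate that from a difference between the sets. The named genes were, by a rule fixed beforehand, the 12 per direction with the smallest p (ties by larger log2 ratio), up to 2 members per list and direction, and Nnmt. Some of the genes this rule selects are not reported here.

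The overlap step was checked against a brute-force count, with 0 of 300 genes differing. On simulated data over 20484 genes, a list of 50 genes at a doubled share was called in 38 of 50 simulations, and 0 of 1200 tests of lists at the background share were called. Neither count was obtained on the real lists, which hold 15 to 101 genes, some of them neighbours that share regions. Alternatives covered the p threshold, a log2 threshold, region length, merging within 1 kb, base pairs in place of regions, flanks of 1 and 5 kb, gene length as a covariate, pseudocounts of 0.5 and 2, and leaving out each library. Software was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The 2 inputs were not analysed here.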

Results

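The data were 6 H3K27me3 libraries of mouse 3T3 fibroblasts, an immortalised embryonic fibroblast line, with 3 carrying an NNMT overexpression construct and 3 a control construct. NNMT methylates nicotinamide with S-adenosylmethionine, the methyl donor that histone methyltransferases also use, and the comparison asks where the mark differs between the constructs. The authors' deposited table compares 2 sets of 3 libraries without saying which is NNMT. All directions below are therefore given as set 1 (listed first) and set 2 (listed second), and none is tied to NNMT. Values summed over the listed regions were 41830498, 41971892 and 39899303 in the libraries of set 1, and 35600997, 36958436 and 35565866 in those of set 2. Across regions, libraries of one set correlated at 0.92 to 0.947 and libraries of different sets at 0.761 to 0.808; the regions were listed for a difference between the sets, which by itself lowers the latter.

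The listed H3K27me3 values differed between the sets in both directions. Whether they were corrected for the inputs is not known. A difference in DNA dosage between the cell populations is therefore not separated from one in the mark, here or at the genes named below. Of 205491 regions at p under 0.05 in the authors' deposited table, 125150 were higher in set 1 (60.9%, 95% interval 60.69 to 61.11) and 80341 in set 2. The median ratio was 1.78-fold where set 1 was higher and 1.74-fold where set 2 was higher. A ratio of 2-fold or more, a log2 ratio of at least 1, was reached by 49276 regions higher in set 1 and 28156 higher in set 2. The regions higher in set 1 covered 122 Mb and those higher in set 2 covered 60.2 Mb. The 3 values of the higher set lay above all 3 of the other in 149730 regions (72.9%), against the 10% that chance gives without selection. Summed over these 205491 regions, set 1 exceeded set 2 by 1.16-fold, a shift of 0.22 on the log2 scale.

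The lead regions higher in set 1 lay in genes of several kinds. A region of 7850 bp in Pakap (chromosome 4, 57515251 to 57523100) had values of 2325, 2309 and 2125 in set 1 and 138, 113 and 168 in set 2 in the authors' deposited table, a ratio of 16.1 (range over library pairs 12.7 to 20.6). Abr held a region (chromosome 11, 76545351 to 76548750) with a ratio of 16.5 (10.5 to 25.9 over pairs). Nup210, a nuclear pore protein, held one (chromosome 6, 91088301 to 91100650) at 8.94-fold (8.32 to 10.0). In the authors' deposited table the region over Hotair, a long noncoding RNA of the HoxC cluster, was 4.57-fold higher (4.04 to 5.24) and that in Fbln1, an extracellular matrix glycoprotein, 4.54-fold (4.34 to 4.84). Srd5a2, a steroid reductase, and Plce1, a phospholipase, held regions at 3.66-fold and 3.13-fold. The longest region of the table, 51.7 kb over Rnf220, a ubiquitin ligase, was 1.6-fold higher, and those in Zswim5 and in Pcsk6, a proprotein convertase, were 1.78-fold and 1.84-fold higher.

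Among the lead regions higher in set 2 was one in Tafa5, which encodes a secreted chemokine-like protein (chromosome 15, 87546251 to 87550250). Its values were 1146, 1343 and 1254 in set 2 and 96, 90 and 83 in set 1 in the authors' deposited table, a ratio of 13.9 (11.9 to 16.2 over pairs). Rbfox1, a neuronal splicing regulator, held a region (chromosome 16, 5986401 to 5993650) that was 4.27-fold higher (3.22 to 5.39). Regions of 3 carboxylesterase genes on chromosome 8 were higher together, Ces1f by 2.13-fold, Ces1e by 2.35-fold and Ces5a by 2.11-fold. Lonrf2 and its neighbour Chst10, a sulfotransferase, on chromosome 1 held regions at 2.4-fold and 2.31-fold. In the authors' deposited table, Alk, a receptor tyrosine kinase, stood at 2.58-fold, Ssu2 at 2.33-fold, Iyd, an iodotyrosine deiodinase, at 2.0-fold, and Slc1a1, a glutamate transporter, at 1.72-fold. All 24 lead regions were separated between the sets, as were 77 of the 86 regions selected in all.

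**Figure D1:**
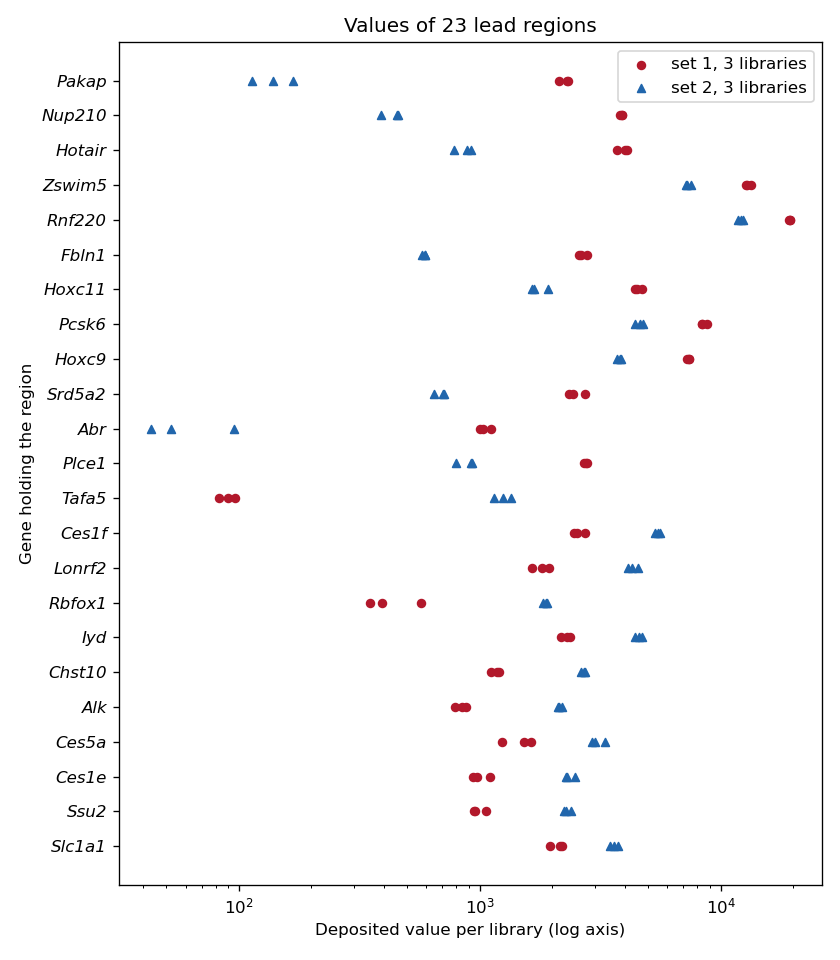
Deposited values per library (log axis) of 23 lead regions, 12 higher in set 1 and 11 higher in set 2, with circles for the 3 libraries of set 1 and triangles for the 3 of set 2. The sets do not overlap in any of the 23, and the ratio is largest for Abr (16.5-fold) and Pakap (16.1-fold).

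The Hox genes, which pattern the body axis and are classical Polycomb targets, carried regions higher in set 1 more often than other genes. Of 39 Hox genes, 26 did, against 26.0% of other genes (odds ratio 5.7, adjusted p = 1.58e-06, Fisher's exact test), and 9 carried a region higher in set 2 (adjusted p = 0.341). With gene length as a covariate in a logistic regression, the latter passed (odds ratio 2.53, adjusted p = 0.0288; the exact test does not take length). It turned below other genes with separated regions only (odds ratio 0.734, adjusted p = 0.846) and with a log2 ratio of at least 1 (0.0, adjusted p = 0.332), by Fisher's exact test. The HoxC cluster (chromosome 15, 102921131 to 103036856) stood apart from the other clusters. Of its 33 regions, which covered 83.0% of it, 31 were higher in set 1, and its summed values were 2.08-fold higher (1.99 to 2.16 over pairs). In the authors' deposited table the 4.57-fold region over Hotair also reached Hoxc11, a region shared by Hoxc11 and Hoxc10 was 2.6-fold higher, and one at Hoxc9 1.93-fold. At Hoxc4, at the end of the cluster, 5 regions were higher in set 1 and 2 in set 2, and the sums differed by 1.15-fold. The HoxB cluster, with 65.4% of it covered, had 41 regions higher in set 1 and 11 in set 2. It differed by 1.15-fold towards set 1 (1.11 to 1.19 over pairs) and turned to a log2 ratio of -0.02 when the sets were rescaled to equal sums. HoxD stood at 1.53-fold with 9.6% of it covered, and HoxA at 0.971-fold. Among Hox genes, Hoxa11 (1.37-fold, all 3 values above) and Hoxa13 (1.67-fold, 0.987 to 2.32 over pairs, values overlapping) held regions higher in set 2. Summed over their regions, 25 of the 27 Hox genes with regions were higher in set 1 (92.6% against 69.8% of other genes, exact test, adjusted p = 0.0644; 0.0331 with separated regions and 0.0399 on autosomes), but 17 of 27 after rescaling the sets to equal sums (63.0% against 62.2%, adjusted p = 1.0). Rescaling lowers every log2 ratio by 0.22, and the Hox genes it turned were Hoxc4 and HoxB genes at 0.103 to 0.216. The count of 17 thus rests on where that shift falls. Neighbouring Hox genes share regions, and the set 1 odds ratio fell to 1.48 (adjusted p = 0.526, Fisher's exact test) when a log2 ratio of at least 1 was required.

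**Figure D2:**
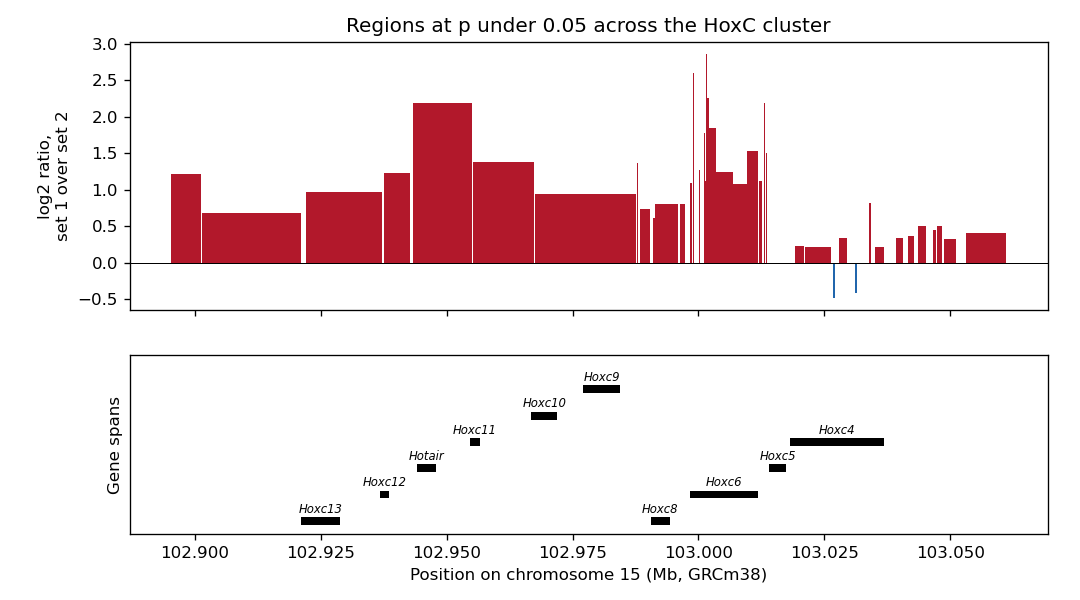
Log2 ratio of set 1 over set 2 (upper panel) for regions at p under 0.05 across the HoxC cluster and 20 kb on either side, with bar width equal to region length, and gene spans (lower panel) against position on chromosome 15. Of the 33 regions within the cluster, 31 are higher in set 1, with the highest of the long regions over Hotair (log2 ratio 2.19).

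Developmental transcription factors carried regions in both directions. Of 101 genes, 49 carried a region higher in set 1 (odds ratio 2.69, adjusted p = 1.58e-05) and 51 a region higher in set 2 (odds ratio 5.39, adjusted p = 2.62e-14, Fisher's exact test), with 30 carrying both. Summed over their regions, 36 of the 70 with regions were higher in set 1, or 51.4%, against 70.1% of other genes with regions (adjusted p = 0.0188, Fisher's exact test; 38.6% against 62.5% after rescaling, adjusted p = 0.000776). Olig2, an oligodendrocyte lineage factor, held a region 1.28-fold higher in set 2 in the authors' deposited table. Six3, a forebrain and eye regulator, and Lhx3, a pituitary and motor neuron regulator, held regions 1.54-fold and 1.26-fold higher in set 1. With a log2 ratio of at least 1 required, neither direction passed the test (odds ratios 0.918 and 2.01, adjusted p = 1.0 and 0.186, Fisher's exact test).

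Markers of cell types other than fibroblasts also carried regions more often than other genes. For neuronal genes these were 18 of 26 for set 1 (adjusted p = 3.2e-05, Fisher's exact test, as for the other lists) and 14 of 26 for set 2 (adjusted p = 5.46e-05), with Slc17a7, a glutamate transporter, 1.59-fold and Elavl4, an RNA-binding protein, 2.08-fold higher in set 1. Endothelial genes carried a region higher in set 1 in 11 of 15 cases (exact test, adjusted p = 0.000745), among them Vwf at 2.42-fold and Tie1 at 1.38-fold, while Erg held a region 1.58-fold higher in set 2; 5 of 15 carried one higher in set 2 (adjusted p = 0.121). Kdr held a region 1.65-fold higher in set 2, but 8 of its regions were higher in set 1 and 4 in set 2. At Vwf, 39 regions were higher in set 1 and 5 in set 2, with sums 1.32-fold higher in set 1. Epithelial genes carried a region higher in set 1 in 14 of 25 cases (exact test, adjusted p = 0.00458), with Epcam at 1.78-fold and Ovol1 at 2.42-fold (1.64 to 3.33 over pairs). They carried one higher in set 2 in 6 of 25 (exact test, adjusted p = 0.341), with Grhl2 at 2.3-fold and Krt5 at 1.23-fold. At Grhl2, 7 regions were higher in set 1 and 31 in set 2, with sums 1.26-fold higher in set 2. Immune genes carried a region in 14 of 25 cases for set 1 (exact test, adjusted p = 0.00458, or 0.0579 with separated regions only) and 9 of 25 for set 2 (adjusted p = 0.0212). Laptm5 and Itgax stood at 1.49-fold and 1.71-fold in set 1 in the authors' deposited table, and Kit at 1.84-fold in set 2 (1.09 to 3.2 over pairs). Ptprc held a region 1.57-fold higher in set 2, but 26 of its regions were higher in set 1 and 4 in set 2, with sums 1.42-fold higher in set 1. With a log2 ratio of at least 1 required, Fisher's exact test was no longer passed by neuronal genes for set 2 (adjusted p = 0.253), epithelial genes for set 1 (0.0659) or immune genes for either set (0.41 and 1.0, the odds ratio for set 2 turning to 0.619). The list tests do not separate a difference between the sets from how often such genes carry the mark at all. When directions were compared among genes with regions, only developmental transcription factors passed in the main setting (Fisher's exact test, adjusted p = 0.0188).

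Genes of the fibroblast's own matrix programme and housekeeping genes carried few regions. Of 53 matrix and myofibroblast genes, 5 carried a region higher in set 1 (odds ratio 0.295, adjusted p = 0.00859) and 2 one higher in set 2 (odds ratio 0.204, adjusted p = 0.0212, Fisher's exact test; adjusted p = 0.129 at p under 0.01 and 0.0667 with separated regions only). The examples were Myl9, a myosin light chain (1.83-fold, set 1), Col4a1, a basement membrane collagen (2.13-fold, 1.29 to 3.9 over pairs, set 2), and Eln, the elastin gene, with named regions in each direction (1.3-fold in set 1 and 1.39-fold in set 2) among 14 higher in set 1 and 5 in set 2. Of 40 housekeeping genes, 2 carried a region higher in set 1 (exact test, adjusted p = 0.0031; 0.0689 with a flank of 5 kb), Ywhaz at 4.54-fold (2.53 to 18.0 over pairs) and Tfrc at 1.88-fold (1.27 to 2.86), and 0 one higher in set 2 (adjusted p = 0.00458). The Ywhaz region had values of 58, 34 and 9 in set 2, and without the first of these its log2 ratio rose from 2.17 to 2.81. With a log2 ratio of at least 1 required, which leaves fewer regions, neither list passed in either direction by Fisher's exact test. For matrix genes the odds ratios were 0.223 and 0.285 (exact test, adjusted p = 0.123 and 0.41). For housekeeping genes they were 0.3 and 0.0 (exact test, adjusted p = 0.271 and 0.332).

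Genes of a list of Polycomb and H3K27 demethylase genes, which also holds DNA methyltransferases, other histone methyltransferases, Cdkn2a and Cdkn2b, carried a region higher in set 2 in 1 of 41 cases (odds ratio 0.13, Fisher's exact test, adjusted p = 0.0189). By the same exact test that call was lost at p under 0.01 (adjusted p = 0.129), with separated regions only (0.0635) and with a log2 ratio of at least 1 (0.271). The odds ratios in these settings were 0.188, 0.16 and 0.0. A region higher in set 1 was carried by 8 (exact test, adjusted p = 0.449), including the DNA methyltransferase genes Dnmt3a and Dnmt3b. Phc2 and Rybp are both of Polycomb repressive complexes. In the authors' deposited table, regions that reached their flanks but not the gene spans were 1.54-fold and 1.89-fold higher in set 1. Phf19 held a region 1.45-fold higher in set 2 (1.02 to 2.03 over pairs). At Phf19, 7 regions were higher in set 1 and 2 in set 2, with sums 1.2-fold higher in set 1. Genes of methionine, S-adenosylmethionine and NAD metabolism, the pathways NNMT draws on, carried a region higher in set 1 in 6 of 38 cases and in set 2 in 7, and did not pass the exact test (adjusted p = 0.266 and 0.745). Regions near them included Pemt (1.84-fold, set 1), Cbs (1.4-fold, set 1), Mat1a (1.95-fold, set 2, with 4 regions higher in set 1 and 3 in set 2) and Nmnat3 (2.12-fold, 0.975 to 4.18 over pairs, set 2, values overlapping). Cytokines and growth factors did not pass either, with 13 and 7 of 47 (exact test, adjusted p = 0.903 and 1.0). In the authors' deposited table Il1a and Il33 stood at 3.54-fold and 3.19-fold in set 1 and Bmp2 and Bmp7 at 11.4-fold and 1.36-fold in set 2. The values of the Bmp2 region were low, at 39, 122 and 55 in set 2 against 13, 6 and 0 in set 1, and all 8 regions of that gene were higher in set 2 (4.55-fold in sum). The log2 ratio of the Bmp2 region, -3.44, moved to -4.44 without the first set 1 value and to -2.83 without the highest set 2 value. Mesenchymal lineage regulators and markers carried a region higher in set 1 in 10 of 24 cases (exact test, adjusted p = 0.146; 0.0452 with gene spans alone) and in set 2 in 3 (adjusted p = 0.852), with Sp7 and Cebpa at 2.28-fold and 2.81-fold in set 1. The carriers also included markers and structural genes, among them Adipoq, an adipocyte hormone, Acan and Col2a1 of cartilage, and Alpl and Ibsp of bone. Sox6 held a region 2.28-fold higher in set 2. Myod1 held one 1.52-fold higher in set 2 (0.981 to 3.0 over pairs) with overlapping values, but 2 others higher in set 1 and sums 1.18-fold higher in set 1. Imprinted genes carried regions in 17 of 34 cases for set 1 (exact test, adjusted p = 0.00608; 0.0923 with gene spans alone) and 14 for set 2 (adjusted p = 0.00157; 0.151 at p under 0.01). With a log2 ratio of at least 1 neither direction passed (exact test, adjusted p = 0.329 and 0.647). Airn and Igf2r stood at 1.52-fold and 1.61-fold in set 1, and Igf2 at 2.93-fold (1.42 to 5.46 over pairs) and Mest at 2.15-fold (1.25 to 5.13) in set 2.

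**Figure D3:**
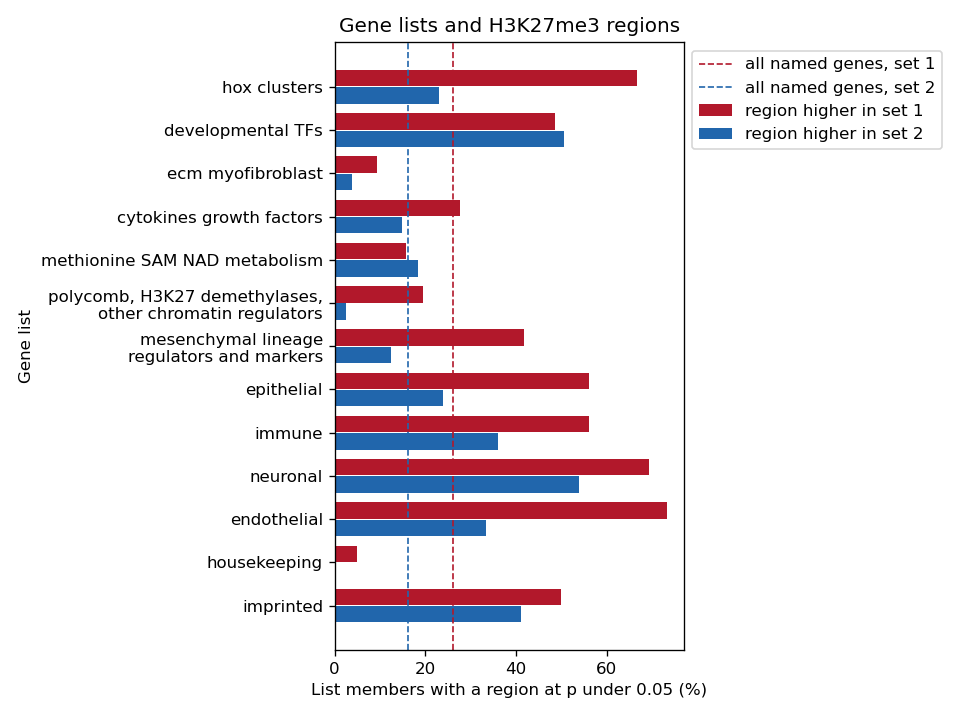
Percentage of the members of each of the 13 gene lists that carry a region at p under 0.05 higher in set 1 or in set 2, with bars from 0 and dashed lines at the shares over all named genes (26.1% and 16.1%). Hox genes reach 66.7% for set 1 and housekeeping genes 5.0% and 0.

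At Nnmt itself (chromosome 9, 48538002 to 48607655), 16 regions were listed at p under 0.05, 4 higher in set 1 and 12 in set 2, and their sums were 1.21-fold higher in set 2. Of these, 2 and 8 were separated. The construct need not be counted at this locus, so these values check no label.

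Across the genome, 5337 of 20484 named genes carried a region higher in set 1 and 3293 one higher in set 2, with 2238 carrying both. Regions higher in set 1 lay within a gene span in 38.1% of cases and those higher in set 2 in 37.1%, and in the 2 kb flanks of genes in 3.35% and 2.16%. The flank share was higher for set 1 on 18 of 19 autosomes and the share within gene spans on 12 of 19. By base pairs the difference within gene spans was 1.97 percentage points in place of 1.01. With flanks of 5 kb the flank difference was 3.17 points in place of 1.19. The shares within gene spans differed by Fisher's exact test (adjusted p = 4.0e-06), as did those in the 2 kb flanks (adjusted p = 5.92e-57). The test treats neighbouring regions as independent, so its p-values are too small.

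Chromosomes differed in direction. On X, 1508 of 1510 regions were higher in set 1, with summed values 2.21-fold higher (2.05 to 2.46 over pairs). On Y, all 19 regions were higher in set 2, with sums of 579, 602 and 706 in set 2 against 35, 22 and 20 in set 1. Regions on chromosome 4 were higher in set 1 in 88.1% of cases, while on chromosomes 16, 8, 5 and 19 regions higher in set 2 were the majority, with 33.4%, 40.4%, 44.2% and 49.1% higher in set 1. The other 15 of 19 autosomes had a majority higher in set 1. By summed values, set 1 over set 2, chromosomes 16, 8 and 5 stood at 0.857, 0.929 and 0.961. Chromosome 19 stood at 1.03 (0.971 to 1.08 over pairs), so its sums did not follow its region count. Each of the 21 chromosomes differed from the rest (largest adjusted p = 0.0153, Fisher's exact test), again with regions taken as independent.

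**Figure D4:**
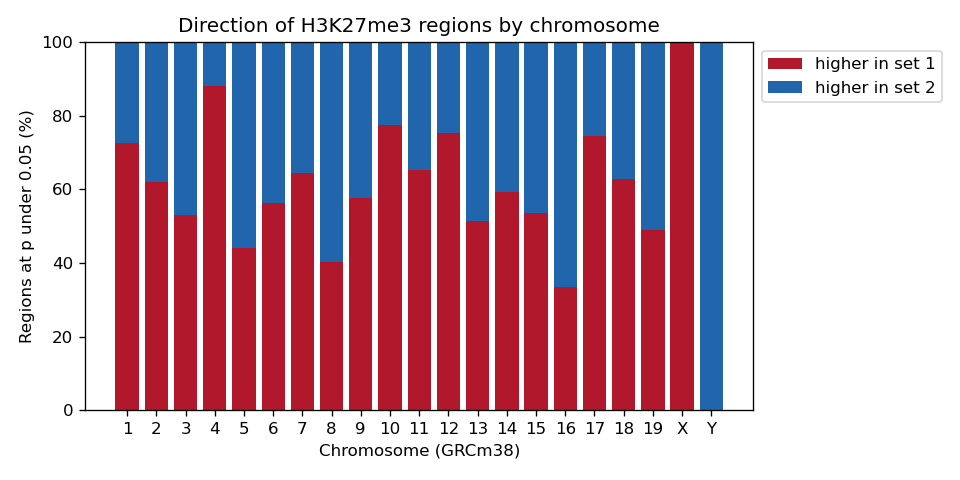
Percentage of regions at p under 0.05 that are higher in set 1 (lower part of each bar) and in set 2 (upper part) on each chromosome. X is at 99.9% and Y at 0 for set 1, and chromosome 4 (88.1%) and chromosome 16 (33.4%) are the autosomal extremes.

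**Figure D5:**
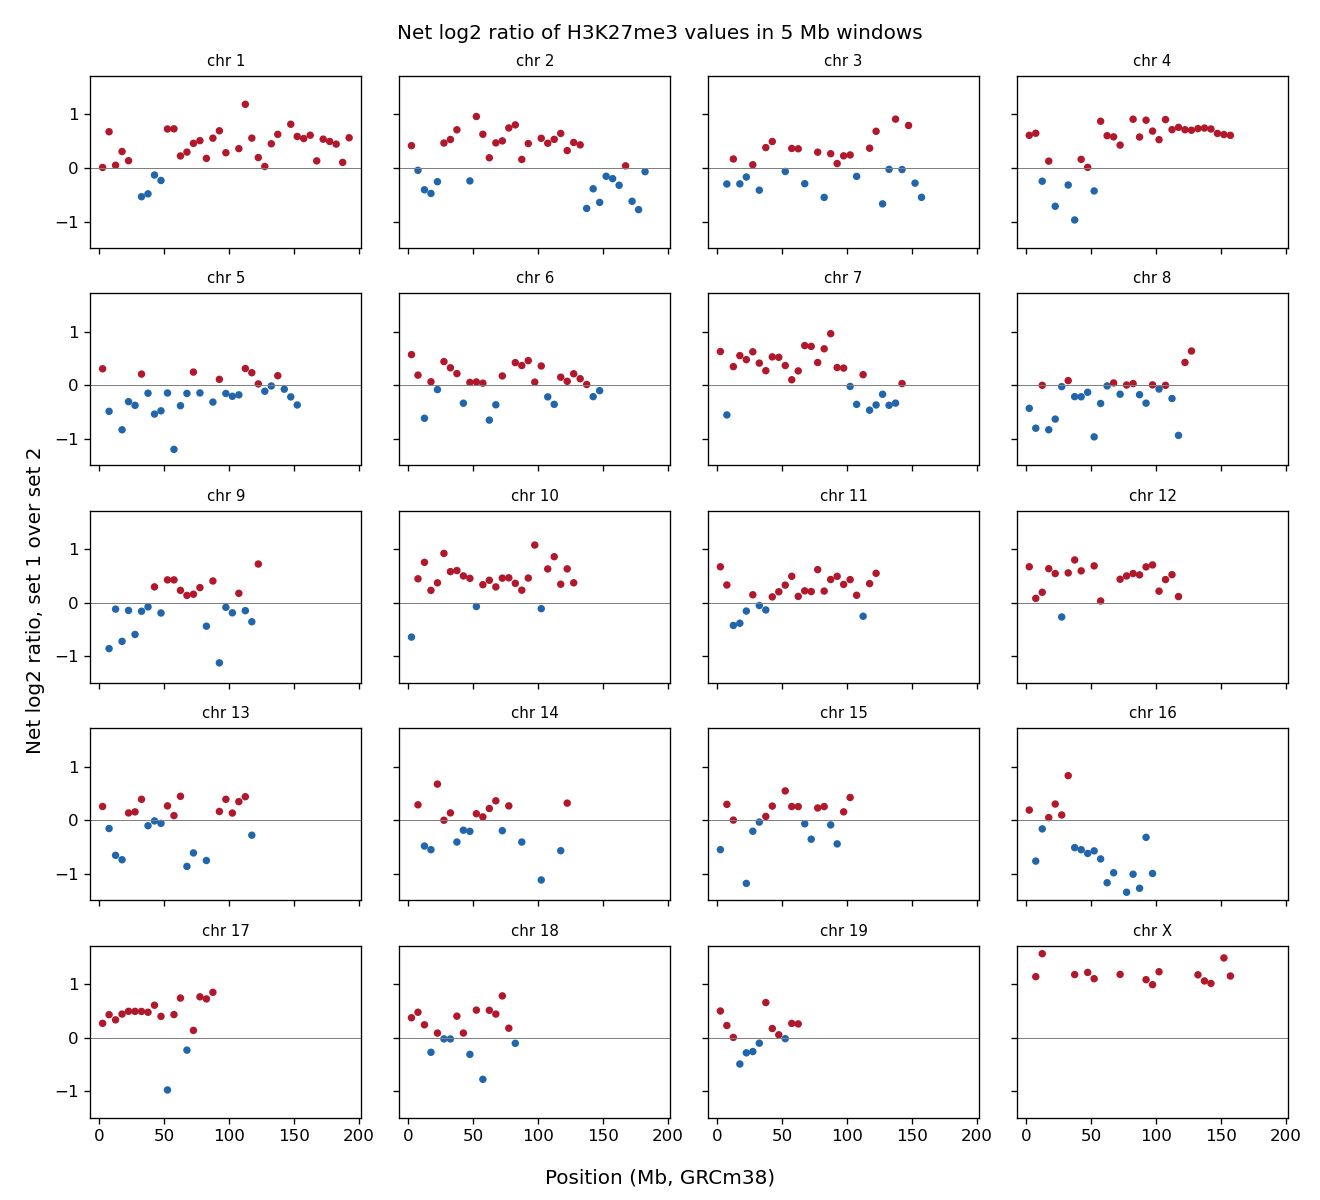
Net log2 ratio of set 1 over set 2 in 5 Mb windows with at least 20 regions, by position, for each autosome and X. The 14 windows of X lie between 0.99 and 1.57, and those of the autosomes between -1.34 and 1.18.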

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

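The tests on all listed regions, autosomes, separated regions, rescaled sets, gene spans alone, rotated genes, a log2 threshold for lists and list directions were chosen after seeing the data. Regions differing numbered 128421 at p under 0.01, 77432 at a log2 ratio of at least 1, 52981 at 1 kb or longer, 104280 after merging within 1 kb and 111792 above the median summed value. The share higher in set 1 stayed above 50% under each of these, at 63.63%, 63.64%, 67.09%, 55.34% and 61.99%. It was 59.48% over all listed regions, 60.62% on autosomes, 62.85% among separated regions, 66.96% of base pairs and 60.35% after rescaling, where only called regions with a log2 ratio under 0.22 could turn. Each filter keeps fewer or other regions; beyond that the cause was not tested. Leaving out one library kept the direction of 205427 to 205485 regions and gave shares of 60.89% to 60.93%. The 149730 separated regions cannot turn in this way, and the others were selected on the full sums. These counts therefore say little about stability. The excess of set 1 regions within gene spans rose from 1.01 to 1.97 percentage points by base pairs, and in flanks from 1.19 to 3.17 points with 5 kb; the cause was not tested. Gene counts and the ratio of sums moved by less than 1.5 times. Leaving out one library turned the direction of none of the 86 selected regions, but 77 of them were separated and cannot turn in this way. Of 774 alternative values for the 86 regions, 18 were counted as moved by more than the spread between the libraries of the lower set. That count does not cover the rescaling of the sets, which lowers every log2 ratio by 0.22. For the Fbln1 region, with set 2 values of 594, 590 and 576, such a shift is larger than the spread. Other pseudocounts cannot turn a direction.

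Of 181 alternative list tests, 145 kept their direction and side of the threshold. These include 26 tests with genes rotated along the genome, which keep the main odds ratio, so their direction could not turn. The log2 threshold, which leaves fewer genes with regions, changed the most. For set 1 it gave odds ratios of 1.48 (Hox), 0.918 (developmental factors, turned), 0.223 (matrix), 0.835 (cytokines, turned), 3.22 (epithelial), 1.81 (immune), 0.3 (housekeeping) and 1.76 (imprinted). For set 2 it gave 0.0 (Hox, turned), 2.01 (developmental factors), 0.285 (matrix), 1.01 (cytokines, turned), 0.0 (Polycomb), 0.619 (immune, turned), 2.71 (neuronal), 0.0 (housekeeping) and 1.44 (imprinted), none passing. With a flank of 5 kb, cytokines turned to 0.845 and 1.02, metabolism to 0.973 for set 2 and Polycomb to 1.41 for set 1, none passing, and housekeeping for set 1 weakened to 0.422. At p under 0.01, set 2 ratios of 0.295 (matrix), 0.188 (Polycomb) and 1.96 (imprinted) no longer passed. With gene spans alone, cytokines turned to 0.963 and 1.05, mesenchymal genes for set 1 passed at 2.55 (exact test, adjusted p = 0.0452) and imprinted genes for set 1 fell to 1.95. With separated regions, set 2 ratios were 0.734 (Hox, turned) and 0.756 (metabolism, turned), and 0.252 (matrix) and 0.16 (Polycomb) for set 2 and 2.5 (immune) for set 1 no longer passed. With gene length, Hox for set 2 passed at 2.53 and cytokines for set 2 turned to 1.02; housekeeping for set 2 could not be fitted. Rotating genes along the genome changed no call, but for Hox genes and set 1 the adjusted p was 0.00433 by rotation against 1.58e-06 by Fisher's exact test. Causes were not tested. By direction, the Hox share passed at 95.7% (separated) and 92.6% (autosomes). Immune genes turned from 70.6% to below other genes, at 60% (p under 0.01), 60% (separated) and 68.8% (autosomes). Imprinted genes turned from 65.0% to above them, at 79.0% at p under 0.01 and with separated regions. Neither of these 2 lists passed Fisher's exact test, in the main setting or in these (lowest adjusted p = 0.7375, immune genes at p under 0.01).

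No paired analysis was possible because the table carries no replicate numbers. Other normalizations, count tools, the low-count filter and the input filter were not run, since the values are not raw counts and the inputs were not analysed here. Other splits of the libraries were not counted, since no model was fitted and the regions were selected on the real split. Depth is unknown, so absence of a region says nothing about absence of the mark.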

Other observations

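The correlation of adjacent windows, the spread over X windows, its comparison with autosomal runs and the lowest X ratio were tests chosen after their results had been seen, and the genes of the next paragraph and the autosomal stretches were chosen after their values were seen.

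Some genes with many regions carried regions of one direction only. Of 1119 genes with at least 20 regions, 294 had all regions higher in set 1 and 116 all higher in set 2. All 209 regions at Mylk, myosin light chain kinase, were higher in set 1 (9.52-fold in sum), as were all 52 at Galnt9, a glycosyltransferase (13.9-fold), all 26 at Ptpn5, a neuronal phosphatase (14.0-fold), and all 90 at Glra1, a glycine receptor subunit (7.0-fold). Among transcription factors, Cdx1 (7.0-fold) and Pax8 (4.76-fold) showed the same. In the other direction, all 350 regions at Rbfox1 (3.44-fold), all 150 at Creb5 (3.26-fold), all 81 at Grik1, a kainate receptor (3.48-fold), and all 20 at Edn3, an endothelin (3.79-fold), were higher in set 2. Mylk lies almost entirely at 30 to 35 Mb of chromosome 16, where 696 of 719 regions were higher in set 1, a count that takes in regions at Mylk itself. In the windows on either side, 354 of 805 (25 to 30 Mb) and 45 of 587 (35 to 40 Mb) were. Rbfox1 and Grik1, on the same chromosome, lie in windows that leaned to set 2 as they did. There 108 of 1041 regions (5 to 10 Mb) and 6 of 283 (85 to 90 Mb) were higher in set 1, own regions included. Pax8 lies in a window leaning against it, with 133 of 383 higher in set 1 (chromosome 2, 20 to 25 Mb). Whether a gene's direction goes beyond that of its stretch was not tested.

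Nearly every region of X was higher in set 1 and every region of Y in set 2. Low values on X do not account for this, because autosomal regions matched on summed value and length were higher in set 1 in 61.3% of cases against 99.9% on X. One odd library does not account for it either, since the lowest of the 9 ratios of X sums, here over all listed regions rather than those at p under 0.05, was 2.02. The interquartile range of the log2 ratio over the 14 X windows was 0.12, below that of each autosome (lowest 0.23), but 5 of 32 autosomal runs of 14 windows that all leaned to one set were as narrow (lowest 0.06), so this spread does not set X apart. The difference on X may be a difference in X and Y dosage between the cell populations or in the mark along X, and without the inputs the table separates neither, nor an effect of NNMT.

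Long autosomal stretches leaned to one set, such as chromosome 4 beyond 60 Mb (median log2 ratio 0.70 over 19 windows) and chromosome 16 beyond 40 Mb (-0.98 over 11), and others switched sides, with chromosome 2 at 0.47 from 20 to 140 Mb and -0.32 beyond, and chromosome 7 at 0.45 up to 100 Mb and -0.34 from 100 to 140 Mb. Adjacent windows of 1 Mb were not independent, with a correlation of 0.38 against at most 0.07 in 1000 shuffles within chromosomes. For windows 5 Mb apart the correlation had fallen to 0.041, and for those 20 Mb apart it was -0.00078. At 10 Mb the correlation was 0.022, within the shuffles (highest 0.07), so this test detected no leaning at that distance beyond the chromosome averages, which the switches on chromosomes 2 and 7 do not follow. Segmental dosage could not be decided: the slope of weakly on strongly marked regions was 1.68 (1.58 to 1.78), past the upper limit of 1.5 set beforehand as evidence against it, but that limit was wrong and was dropped after the slope was known. Weakly marked regions are listed only at larger ratios (median absolute log2 ratio 1.22 against 0.55), which raises the slope under dosage too.

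The HoxC cluster stood at a net log2 ratio of 1.06 towards set 1. If the surrounding part of chromosome 15 differed in dosage, its flanks would lean alike. But 0.1 to 2 Mb away they stood at 0.23 (315 regions) and 0.26 (136 regions), close to the shift of 0.22 over the regions at p under 0.05. These are averages, and at Sp7, in the flank before Hoxc13, all 4 regions were higher in set 1, at 1.245. The difference did not follow the limits of the cluster, since 2 regions just before its Hoxc13 end stood at 1.22 and 0.68, while Hoxc4 at the other end stood at 0.20. The HoxC difference may therefore be local to most of the cluster and the regions next to Hoxc13, though Sp7 showed one as large. This is a hypothesis found and examined on the same libraries, and whether the difference goes with NNMT stays open.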
